A study of Mus musculus with 6 samples.

How the data were processed

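Total RNA of lung lobes from Nfat5fl/fl and Nfat5(EC)-/- mice, 3 per genotype and all held at 10% oxygen for 7 days, was labelled with biotin by the authors following the array maker's standard cRNA protocol and hybridised to Affymetrix expression arrays, 1 array per mouse. The deposited values are on the log2 scale and, per the labels, were made by the authors with RMA, which corrects background, normalizes quantiles across arrays and summarises the probes of a feature. The version of RMA, the probe set definition and the genome build are not given in the sources used here. The 6 columns share 1 distribution, since sorted values differed by at most 0.00183 between arrays, so that a change in the total amount of RNA per lung would not be visible. Such values carry no detection call, and differences between values near the low end of the scale are compressed.

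Each feature identifier is a gene number followed by a suffix, with 1 feature per gene. Of 25428 features, 24705 had 1 gene symbol in the table that pairs features with genes, 0 had several, and 723 were unnamed there and are given no name here, although they were tested. RNA class and genomic gene span, from the start to the end of a gene with its introns, were taken for named features from the RefSeq table of assembly GRCm38.p6, which held a span for all 19686 protein-coding features. No coordinates are given because the build behind the arrays is not known. GC content was not analysed here, since no genome sequence was used.

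Groups and mouse numbers were taken from the sample labels. The difference between the genotypes was tested for every feature with limma (version 3.58.1 in R 4.3.3), using lmFit and eBayes on the deposited log2 values of all 6 arrays, without a filter or covariate, 2-sided, with Benjamini-Hochberg adjustment over all features and a threshold of 0.05. Before the data were examined, 54 gene lists were fixed for pathways, lung cell types and tissue handling, of which 53 were tested with limma's camera (preset inter-gene correlation 0.01, at least 5 measured members, 2-sided, Benjamini-Hochberg over the lists) and sex-linked genes were given per sample. Members of a list that passed an adjusted p of 0.05 were counted over all features and again adjusted over the list alone. To describe the position of a list among genes of similar properties, its protein-coding members were replaced 10000 times by random protein-coding genes of the same bin of gene span (10 bins) and of mean level (5 bins), and the percentile of the list's median was taken. Genes matched to Nfat5 lay within 0.5 log2 units of its span and of its control level.

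Genes named in the text followed a rule fixed before the data were examined. They are Nfat5, the 12 largest increases and the 12 largest decreases among features with an adjusted p under 0.05, an established symbol and no overlap between the groups, up to 4 members with the smallest p of each list that passed, up to 2 of each other list, and any measured NFAT5 target. Genes and RNA classes outside this rule are said to be chosen after their values were seen.

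The steps were tested on simulated data for the comparison of Nfat5(EC)-/- with Nfat5fl/fl, with 25428 features drawn from the real means and spreads and 200 features changed in each of 5 runs. Of features changed by 1 log2 unit 15.8% were recovered, of those changed by 2 log2 units 73.0%, and 2.42% of the calls were false. A shifted cell cycle list was found in 5 of 5 runs and 0 other lists were called. The features were drawn independently of each other, so that the list result does not cover genes that vary together. Far fewer features were changed than the 6510 called in the real data, so these rates need not carry over. Alternatives listed before the data were examined were the mouse number as a block, a filter on dim features, quantile, median and cyclic loess normalization of the deposited values, limma with a variance trend and robust moderation or with no moderation, array weights, a minimum change of 0.5 log2 units, camera with an estimated correlation or on ranks, fry, and leaving out each array in turn. Chosen after seeing the data were fits of protein-coding features only, of these with the trend on log gene span removed from each array by a lowess curve, and with the mean of the small non-coding RNAs as a covariate. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.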

Results

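Lung lobes of Nfat5fl/fl mice, whose Nfat5 alleles are floxed, and of Nfat5(EC)-/- mice, which lack Nfat5 in endothelial cells, were profiled on expression arrays after the mice had been kept at 10% oxygen for 7 days. NFAT5 is a transcription factor best known for inducing osmoprotective genes. Each group held 3 mice, numbered 1, 3 and 4, with 1 array per mouse, and the comparison addressed which lung transcripts differ when endothelial cells of the hypoxic lung lack NFAT5. All 6 arrays came from hypoxic mice, so that values describe the genotype difference under hypoxia and not the response to hypoxia. The arrays measured 25428 features, 1 per gene, as log2 values between 0.73 and 13.01 with a median of 2.98 on each array. The small number of arrays limits the precision of every value. Correlations across features between arrays of a group were 0.968 to 0.970 for Nfat5fl/fl and 0.916 to 0.939 for Nfat5(EC)-/-, and 0.829 to 0.919 between the groups. Differences are given as Nfat5(EC)-/- minus Nfat5fl/fl on the log2 scale with their standard error (SE), and adjusted p-values for single genes come from limma with Benjamini-Hochberg adjustment over all features.

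The targeted gene was lower in every Nfat5(EC)-/- lung. Nfat5 measured 6.65, 6.58 and 6.30 in the Nfat5fl/fl lungs of mice 1, 3 and 4 and 4.46, 4.48 and 3.89 in the corresponding Nfat5(EC)-/- lungs. Its group mean fell from 6.51 ± 0.18 to 4.28 ± 0.34 (SD, n = 3 each), a 4.69-fold decrease (log2 fold change -2.23, SE 0.23, adjusted p = 0.00151). Among 192 protein-coding genes of similar genomic span and control level, the median log2 fold change was -1.02, and 2 genes were as low as Nfat5. The position of the probes relative to the deleted part of the gene is not given in the sources used here, and the value checks the labels only as far as the probes lie in that part.

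Genes that NFAT5 is known to regulate moved in both directions. Slc5a3, encoding the sodium/myo-inositol cotransporter and a classical osmoprotective target, fell to the low end of the scale, from 3.79 ± 0.28 to 1.71 ± 0.02 (SD, n = 3 each; log2 fold change -2.09, SE 0.20, adjusted p = 0.00135). Of the 16 measured NFAT5 targets, 5 fell and 2 rose, with the same counts when adjusted over the list alone, and 9 did not pass. The others that fell were Slc38a2 (-1.12), an amino acid transporter, Hspa4l (-1.09), Ptgs2 (-0.97), the inducible cyclooxygenase, and Vegfc (-1.38), a lymphangiogenic growth factor, while Aqp2 (0.98) and the cytokine gene Tnf (0.99) rose, from Nfat5fl/fl means of 2.85 and 2.74 that lay below the array median of 2.98. Each of these 6 calls was lost without a single array: the highest adjusted p reached 0.0802 for Slc38a2 without Nfat5fl/fl mouse 3, 0.139 for Hspa4l without Nfat5fl/fl mouse 1, 0.0751 for Ptgs2 without Nfat5fl/fl mouse 4, 0.134 for Vegfc and 0.101 for Aqp2 without Nfat5fl/fl mouse 3, and 0.0947 for Tnf without Nfat5fl/fl mouse 1. Without Nfat5(EC)-/- mouse 4, the value shrank to -0.88 for Vegfc (adjusted p = 0.0667) and to -0.66 for Hspa4l, which still passed. Values were -0.28 for Slc6a6, the taurine transporter, 0.28 for Slc6a12, the betaine transporter, 0.07 for Hspa1a, 0.25 for Hspa1b, -0.11 for Sgk1, -0.52 for Ccl2, 0.23 for Nos2, 0.34 for S100a4 and 0.29 for Slc14a2, none of which passed the test. As a set, the list did not pass (camera adjusted p = 0.475, median log2 fold change -0.02).

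**Figure D1:**
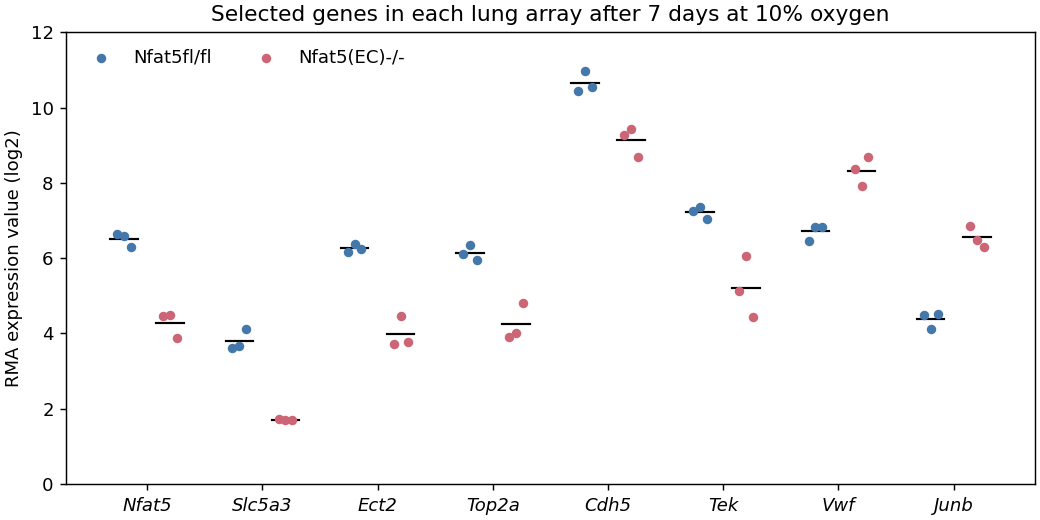
Log2 expression values of 8 genes in each lung array, with Nfat5fl/fl lungs in blue, Nfat5(EC)-/- lungs in red and group means as bars (3 mice per group). Nfat5, Slc5a3, Ect2, Top2a, Cdh5 and Tek lay lower and Vwf and Junb lay higher in all 3 Nfat5(EC)-/- lungs than in any Nfat5fl/fl lung.

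The groups differed over a large part of the transcriptome. In total, 6510 features (25.6%) passed an adjusted p of 0.05, of which 3185 were higher and 3325 lower in Nfat5(EC)-/- lungs, and 1748 and 2209 of these changed by at least 1 log2 unit. For 10680 features (42.0%) the 3 arrays of one group lay entirely on one side of the other, where chance gives 10%. Among genes with an established symbol, the largest increases were those of Rnu3a (3.67, SE 0.31), a U3 small nucleolar RNA, Obox3 (3.28, SE 0.55), an oocyte-type homeobox gene, the RNase P RNA genes Rprl2 (2.88, SE 0.44) and Rpph1 (2.73, SE 0.27), Carnmt1 (2.86, SE 0.33), a methyltransferase that forms anserine from carnosine, and the histone genes H2ac4 (3.22, SE 0.33), H4c3 (3.08, SE 0.31), H1f2 (2.88, SE 0.28), H2bc15 (2.77, SE 0.33), H2ac20 (2.76, SE 0.28), H4f16 (2.75, SE 0.25) and H2ac10 (2.72, SE 0.24). Their adjusted p-values lay between 0.00113 and 0.00429. Histone genes are a family of near-identical copies, so that probes can be shared between members and single values are uncertain. The largest decreases were those of an immunoglobulin kappa variable segment (-4.37, SE 0.62), likewise 1 of a family of similar copies, Pcdhga6 (-3.18, SE 0.25), a protocadherin, Uprt (-2.89, SE 0.48), Rnf141 (-2.87, SE 0.27), Phxr4 (-2.73, SE 0.24), Tgs1 (-2.71, SE 0.36), the enzyme that hypermethylates the cap of small nuclear RNAs, Hc (-2.69, SE 0.54), complement component C5, Cldn34c2 (-2.67, SE 0.29), the phosphodiesterase gene Pde7b (-2.59, SE 0.18), Nbeal1 (-2.50, SE 0.30), Ppp4r2 (-2.49, SE 0.32) and Mkln1 (-2.49, SE 0.28), with adjusted p-values between 0.00113 and 0.00853. Some of these largest changes involve means below the array median of 2.98, where differences are compressed and their size and rank are uncertain. Such means included 1.44 for Pcdhga6, 1.55 for Cldn34c2 and 2.12 for the immunoglobulin segment in Nfat5(EC)-/- lungs, and 1.32 for Obox3 in Nfat5fl/fl lungs. The number of features passing dropped to 3273 without Nfat5fl/fl mouse 1 and to 3017 without Nfat5fl/fl mouse 3, and a limma fit without variance moderation called 1984.

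The direction of change differed between classes of RNA and with the genomic span of a gene, a division chosen after the values were seen. Of 106 small nucleolar RNAs (snoRNAs), which guide modification of other RNAs and carry no poly(A) tail, 80 rose and 0 fell, with a median log2 fold change of 2.10. Median snoRNA values were 4.01, 4.20 and 4.15 in the Nfat5fl/fl lungs and 7.43, 6.49 and 6.43 in the Nfat5(EC)-/- lungs of mice 1, 3 and 4. Replication-dependent histone genes, whose mRNAs also lack a poly(A) tail, rose in 23 of 46 cases and fell in 0 (median 0.73). At an unadjusted p of 0.05 limma gave 2 lower snoRNAs and 1 lower histone gene. These directions were the same after cyclic loess normalization. Of 19686 protein-coding genes, 2606 rose and 2971 fell, and across these genes, which are not independent replicates, the log2 fold change correlated negatively with the span from the start to the end of the gene (Spearman's rho -0.32, and -0.43 over the 11248 genes above the median level). In the tenth of genes with spans of 4792 to 8317 bp, 418 rose and 85 fell, whereas in the tenth with the longest spans, above 113130 bp, 84 rose and 607 fell. Medians of gene groups were compared with those of 10000 random lists matched on gene span and expression level, and the position is given for the groups that passed the camera test and for those outside the middle 95% of these lists. The random genes were drawn independently, so that the position does not allow for members of a list that vary together.

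**Figure D2:**
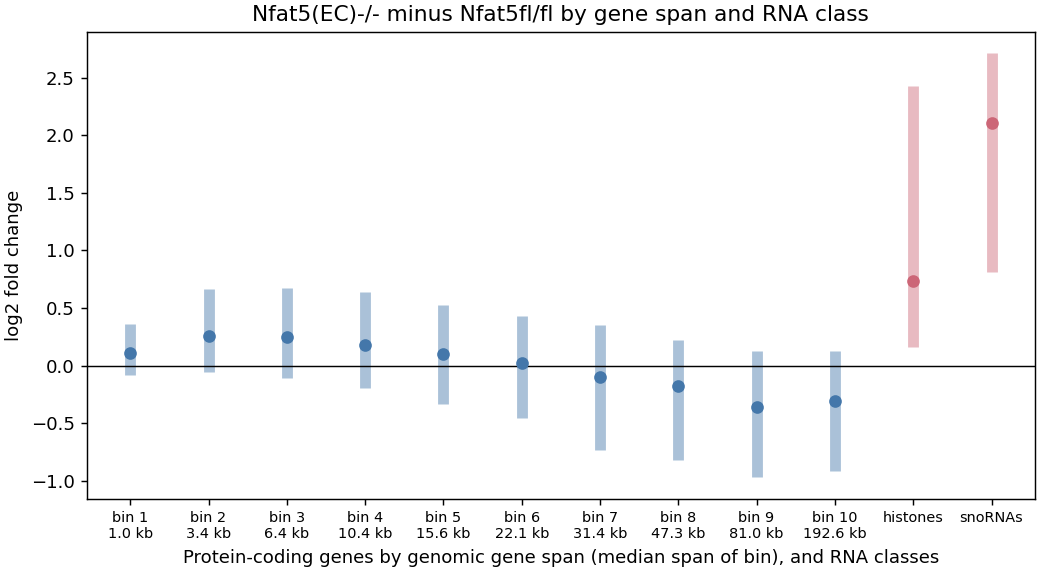
Log2 fold change of protein-coding genes in 10 bins of genomic gene span (blue, median span of each bin in kilobases) and of replication-dependent histone genes and snoRNAs (red), where points are medians and bars run from the lower to the upper quartile of genes. Medians decline from 0.26 in the second bin to -0.36 in the ninth, and reach 0.73 for histone genes and 2.10 for snoRNAs.

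The cell cycle list was lower in Nfat5(EC)-/- lungs by the camera test with a preset inter-gene correlation (adjusted p = 0.000238), but did not pass with an estimated correlation (adjusted p = 0.631). Of its 31 measured genes, 17 fell, 2 rose and 12 did not pass (19 fell and 2 rose when adjusted over the list alone), with a median log2 fold change of -0.95. Ect2, an activator of RhoA in cytokinesis, had a log2 fold change of -2.28 (SE 0.24, adjusted p = 0.00159). It was -1.90 (SE 0.27, adjusted p = 0.00270) for Top2a, the topoisomerase of dividing cells, and -1.69 (SE 0.23, adjusted p = 0.00257) and -1.58 (SE 0.20, adjusted p = 0.00221) for the mitotic kinesin genes Kif11 and Kif23. The 2 members that rose, named after their values were seen, were Cdc20 (0.63) and Cenpa (0.70). None of the matched random lists had a median as low, and the middle 95% of them lay between -0.42 and 0.43. The DNA replication list did not pass (camera adjusted p = 0.339), with 6 of 27 genes lower and 2 higher (8 and 2 when adjusted over the list alone) and a median of -0.11, including values of -1.54 for the ribonucleotide reductase subunit gene Rrm1 and 1.66 for the DNA polymerase gene Pold1.

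Genes of fatty acid oxidation and targets of peroxisome proliferator-activated receptors (PPARs) were lower as a group by camera with the preset (adjusted p = 0.00261), but the list did not pass with an estimated correlation (adjusted p = 0.631). Among 27 measured genes, 11 fell and 2 rose (12 and 2 when adjusted over the list alone), with a median log2 fold change of -0.49. Decreases included those of Acadm, the medium-chain acyl-CoA dehydrogenase (-1.64, SE 0.25, adjusted p = 0.00304), Hadhb, a subunit of the mitochondrial trifunctional protein (-1.56, SE 0.24, adjusted p = 0.00318) and Etfdh, which passes electrons from these dehydrogenases to ubiquinone (-1.44, SE 0.21, adjusted p = 0.00278). The 2 increases were those of Acads, the short-chain acyl-CoA dehydrogenase (1.36, SE 0.20, adjusted p = 0.00304), and Etfb (0.87), the latter named after its value was seen. Of matched random lists, 2.41% had a lower median. Several members of this list are also markers of adipocytes or alveolar macrophages. The fatty acid carrier gene Fabp4, counted in the alveolar macrophage list too, fell by 2.43 (SE 0.43, adjusted p = 0.00521), and Ucp1, the uncoupling protein of brown fat, which the adipocyte list also holds, fell by 2.33 (SE 0.39, adjusted p = 0.00418). The adipocyte list itself did not pass (camera adjusted p = 0.481), but its median of -0.59 lay above only 0.1% of matched random lists.

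The interferon response list and the list of club and goblet cells, the secretory cells of the airway epithelium, passed camera with the preset by a narrower margin (adjusted p = 0.0482 and 0.0362), but neither did with an estimated correlation (adjusted p = 0.631 for each). Of 30 measured interferon-response genes, 9 fell and 2 rose (10 and 2 when adjusted over the list alone), with a median of -0.45. Ddx58, encoding the RNA sensor RIG-I, fell by 1.40 (SE 0.27, adjusted p = 0.00743), and decreases of Ifih1, encoding the sensor MDA5 (-1.28), and Irgm1 (-1.52) and an increase of Irf7 (0.76) were lost without Nfat5fl/fl mouse 1, with adjusted p-values of 0.0647, 0.0675 and 0.0658. The same calls were lost without Nfat5fl/fl mouse 3 (limma adjusted p = 0.0592, 0.0705 and 0.0660), and that of Irf7 also without Nfat5fl/fl mouse 4 (limma adjusted p = 0.0510). The other increase, named after its value was seen, was that of Oas3 (0.81). The interferon list's adjusted p rose to 0.103, 0.0508 and 0.0654 without Nfat5fl/fl mice 1 and 3 and Nfat5(EC)-/- mouse 4, and to 0.0857 with the filter on dim features, 0.0608 after cyclic loess, 0.0907 without variance moderation and 0.0562 by fry, while for the 28 members that could be matched none of the random lists had as low a median. Among 15 markers of club and goblet cells, 6 fell and 0 rose (8 and 0 when adjusted over the list alone, and 8 lower and 1 higher at an unadjusted limma p of 0.05), with a median of -0.59. Log2 fold changes were -2.32 (SE 0.43) for Gabrp, -2.11 (SE 0.35) for Bpifa1, a secreted antimicrobial protein gene, and -1.88 (SE 0.32) and -1.54 (SE 0.21) for the aldehyde dehydrogenase genes Aldh1a7 and Aldh1a1, with adjusted p-values of 0.00584, 0.00422, 0.00447 and 0.00235. The adjusted p for these markers became 0.0530 and 0.0766 without Nfat5fl/fl mice 3 and 4, 0.0541 without Nfat5(EC)-/- mouse 1, 0.132 with the filter on dim features, 0.0692 without variance moderation, 0.0540 with camera on ranks and 0.0576 by fry. After cyclic loess their median was only -0.31 and the list did not pass (adjusted p = 0.110). In matched random lists, 0.27% of medians were lower.

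Immediate early genes, which respond within minutes to stimulation and to tissue handling, were higher as a group by camera with the preset (adjusted p = 0.00858), but the list did not pass with an estimated correlation (adjusted p = 0.631) or by fry (adjusted p = 0.0525). Of 21 measured members, 8 rose and 0 fell (9 and 0 when adjusted over the list alone, and 0 lower at an unadjusted limma p of 0.05), with a median of 0.57. Junb rose by 2.17 on the log2 scale (SE 0.22, adjusted p = 0.00151), Jund by 2.12 (SE 0.21, adjusted p = 0.00142), and Fosl2 by 1.08 (SE 0.22, adjusted p = 0.00824), and Klf2, a flow-responsive transcription factor gene, rose 2.83-fold (adjusted p = 0.00470). The group's median did not stand apart from genes of the same span and level, since 73.1% of matched random lists had a lower median, and after removal of the span trend over protein-coding genes, a fit chosen after seeing the data, its adjusted p was 0.124.

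Endothelial markers divided between the directions. Of 26 genes shared by endothelial cells, 9 fell and 4 rose (11 and 5 when adjusted over the list alone), and the set did not pass (camera adjusted p = 0.339, median -0.31). Calcrl, the receptor of adrenomedullin, fell from 9.93 ± 0.24 to 8.01 ± 0.43 (SD, n = 3 each; log2 fold change -1.92, adjusted p = 0.00236) and Cdh5, encoding VE-cadherin, from 10.65 ± 0.29 to 9.13 ± 0.40 (log2 fold change -1.52, adjusted p = 0.00440). The 4 that rose, named after their values were seen, were Sox18 (1.27), Egfl7 (1.06), Eng (1.03) and Cldn5 (0.91). Markers of general capillary endothelium had the lowest median of the endothelial lists (-0.91), with 6 of 14 lower and 1 higher (9 and 2 when adjusted over the list alone), short of the threshold (camera adjusted p = 0.0652, and 0.0324 without Nfat5(EC)-/- mouse 3), and 0.77% of matched random lists had a lower median. Within this list Glp1r fell by 1.75 (SE 0.30, adjusted p = 0.00474) and Plvap, the diaphragm protein gene of fenestrae and caveolae, rose by 1.43 (SE 0.25, adjusted p = 0.00515). Aerocyte capillary markers gave 3 higher and 3 lower of 14 (3 and 4 adjusted over the list alone, camera adjusted p = 0.917, median 0.01), with Rprml at 1.03. Arterial markers gave 1 higher, the connexin gene Gja4 (1.57, SE 0.26), and 0 lower of 16 (1 and 0 adjusted over the list alone, 3 lower at an unadjusted limma p of 0.05, camera adjusted p = 0.866, median -0.11). Venous markers gave 2 higher and 1 lower of 13 (3 and 3 adjusted over the list alone, camera adjusted p = 0.746, median -0.31), and the increases were those of Vwf (1.61, SE 0.24), encoding von Willebrand factor, and the elastin gene Eln (1.47, SE 0.22). Lymphatic markers gave 2 higher and 3 lower of 13 (2 and 4 adjusted over the list alone, camera adjusted p = 0.524, median -0.07), with the hyaluronan receptor gene Lyve1 at -1.49 (SE 0.20).

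Vascular signalling genes also moved in both directions, and for most genes named here the direction went with gene span. Those that fell included Tek (135891 bp) and Plcb1 (689095 bp), and those that rose Id1 (1160 bp) and Tgfb1 (18076 bp). Notch3 (46077 bp), which rose, and Postn (31775 bp), which fell, did not follow this order. All list medians in this paragraph lay within the middle 95% of matched random lists, so the span trend was not separated from a pathway change. Tek, encoding the angiopoietin receptor TIE2, fell by 2.01 (SE 0.36, adjusted p = 0.00539) and Ephb4, the venous ephrin receptor gene, rose by 1.28 (SE 0.20, adjusted p = 0.00366), and of 30 genes of VEGF, angiopoietin and Notch signalling 6 rose and 5 fell (the same counts adjusted over the list alone, camera adjusted p = 0.949, median 0.13). Tgfb1 rose by 1.58 (SE 0.19, adjusted p = 0.00190) and the BMP-responsive Id1 by 1.27 (SE 0.20, adjusted p = 0.00358), within a TGF-beta and BMP list of 29 genes in which 8 rose and 4 fell (9 and 6 adjusted over the list alone, camera adjusted p = 0.524, median 0.17). Of 24 genes of vasoactive mediators, 2 rose and 7 fell (3 and 7 adjusted over the list alone, camera adjusted p = 0.339, median -0.21), among them Gucy1b1, a subunit of the nitric oxide receptor (-1.51, SE 0.22), and Prkg1, its downstream kinase (-1.47, SE 0.23). Smooth muscle and contraction genes included 2 higher and 6 lower of 24 (the same counts adjusted over the list alone, camera adjusted p = 0.339, median -0.25), with Ppp1r14a, a myosin phosphatase inhibitor gene, at 1.68 and Plcb1 at -1.73. Pericyte markers included 6 higher and 4 lower of 15 (the same counts adjusted over the list alone, camera adjusted p = 0.693, median 0.41), with Notch3 at 1.69 and Postn at -1.72. Genes of leukocyte adhesion and endothelial activation included 3 higher and 1 lower of 23 (2 and 1 adjusted over the list alone, camera adjusted p = 0.869, median 0.01).

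More extracellular matrix genes rose than fell, without passing the set test. Of 35 measured genes, 14 rose and 3 fell (16 and 4 when adjusted over the list alone), with a median of 0.32 and a camera adjusted p = 0.103. Col4a2, a basement membrane collagen gene, rose by 1.62 (SE 0.20, adjusted p = 0.00199). Matched random lists had a lower median in 99.8% of draws, and after removal of the span trend over protein-coding genes, chosen after seeing the data, the list passed (camera adjusted p = 0.00934). Among fibroblast markers, 4 rose, including Col1a1 (1.34, SE 0.21), and 6 fell, including Scube2 (-1.60, SE 0.22), of 21 (4 and 10 adjusted over the list alone, camera adjusted p = 0.339, median -0.69). Mesothelial markers gave 3 higher and 2 lower of 13 (5 and 2 adjusted over the list alone, camera adjusted p = 0.472, median 0.24), with Msln at 1.55.

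The other metabolic lists and the hypoxia list did not pass. Matched random lists had lower medians in 11.5% of draws for complex I and 19.8% for complexes II and III. The share was 33.8% for complex IV and 61.2% for complex V. Although more genes of these complexes rose than fell, their medians did not stand apart from genes of the same span and level. In complex I, 8 of 33 rose and 1, Ndufs1 (-1.42, SE 0.23), fell (8 and 1 adjusted over the list alone, camera adjusted p = 0.339, median 0.08). In complexes II and III, 4 of 13 rose and 2 fell (the same counts adjusted over the list alone, camera adjusted p = 0.739, median 0.10), with the core proteins of complex III opposed, at 1.60 (SE 0.24) for Uqcrc1 and -1.58 (SE 0.29) for Uqcrc2. In complex IV, 6 of 15 rose and 1 fell (the same counts adjusted over the list alone, camera adjusted p = 0.170, median 0.31), including Cox4i1 at 1.57 and its lung isoform Cox4i2 at 1.09. In complex V, 5 of 14 rose, including Atp5k (1.25, SE 0.23), and 0 fell (5 and 0 adjusted over the list alone, and 0 lower at an unadjusted limma p of 0.05, camera adjusted p = 0.126, median 0.51). In the tricarboxylic acid cycle list, which did not pass either, 7 of 18 fell and 1 rose (9 and 1 adjusted over the list alone, camera adjusted p = 0.0652, median -0.48), and the isocitrate dehydrogenase subunit gene Idh3g fell by 1.27 (SE 0.18) and the pyruvate carboxylase gene Pcx was the member that rose (1.47, SE 0.19). Glycolysis genes gave 4 higher and 2 lower of 16 (7 and 2 adjusted over the list alone, camera adjusted p = 0.131, median 0.62), with Pfkl at 1.32 and the lactate exporter gene Slc16a3 at 1.25, and 99.5% of matched random lists had a lower median. Targets of hypoxia-inducible factors gave 2 higher and 6 lower of 25 (the same counts adjusted over the list alone, camera adjusted p = 0.339, median -0.24), with Kdm3a at -1.25. Cholesterol synthesis genes gave 3 higher and 5 lower of 16 (the same counts adjusted over the list alone, camera adjusted p = 0.739, median 0.02), with Mvd at 1.31 and Cyp51 at -1.69.

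The lists in this paragraph, of stress and further immune pathways, did not pass. Heat shock and unfolded protein response genes gave 3 higher and 5 lower of 29 (5 and 6 adjusted over the list alone, camera adjusted p = 0.989, median 0.20), with falls of the chaperone genes Hspa8 (-1.40, SE 0.23) and Hsp90b1 (-1.21, SE 0.21). Oxidative stress genes gave 2 higher and 4 lower of 22 (4 and 4 adjusted over the list alone, camera adjusted p = 0.739, median -0.15), with the catalase gene Cat at -1.85 and Srxn1 at 1.39. NF-kappaB and cytokine genes gave 5 higher and 3 lower of 23 (the same counts adjusted over the list alone, camera adjusted p = 0.869, median 0.07), with Bcl3 at 1.37 and Lcn2, which is abundant in alveolar type 2 cells and neutrophils, at -2.04 (SE 0.21). Class II antigen presentation gave 3 higher and 0 lower of 10 (3 and 1 adjusted over the list alone, and 1 lower at an unadjusted limma p of 0.05, camera adjusted p = 0.304, median 0.56). Complement and coagulation gave 5 higher and 7 lower of 20 (6 and 8 adjusted over the list alone, camera adjusted p = 0.472, median -0.38), with C4b at 1.47.

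No further marker list of a lung cell type passed the set test. Among 20 alveolar type 2 markers, 9 fell and 3 rose (10 and 3 when adjusted over the list alone, camera adjusted p = 0.0652, and 0.0248 and 0.0448 without Nfat5(EC)-/- mice 3 and 4, median -0.60), including Hc, named above, Lcn2 and, among the increases, the fatty acid synthase gene Fasn (1.42, SE 0.18), and 1.26% of matched random lists had a lower median. Among 18 alveolar type 1 markers, 8 fell and 3 rose (11 and 4 adjusted over the list alone, camera adjusted p = 0.131, median -0.57), with Clic5 at -1.66 and Igfbp2 at 1.65. Ciliated cell markers gave 3 higher and 8 lower of 20 (the same counts adjusted over the list alone, camera adjusted p = 0.158, median -0.38), with Foxj1, the master regulator of motile cilia, at 1.59 and Cfap43 at -1.46. Alveolar macrophage markers gave 3 higher and 4 lower of 20 (3 and 7 adjusted over the list alone, camera adjusted p = 0.321, median -0.36), with the mannose receptor gene Mrc1 at -1.47, and interstitial macrophage and monocyte markers 4 higher and 5 lower of 23 (4 and 6 adjusted over the list alone, camera adjusted p = 0.739, median -0.04), with Apoe at 1.22. B and plasma cell markers gave 2 higher and 3 lower of 20 (the same counts adjusted over the list alone, camera adjusted p = 0.317, median -0.38), with the light-chain constant gene Igkc at -1.96 (SE 0.31).

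Few markers of the remaining blood cells passed. The counts of higher and lower genes were 2 and 0 of 16 for dendritic cells (1 and 0 adjusted over the list alone, camera adjusted p = 0.869, median -0.07), 2 and 1 of 23 for T cells (1 and 1 adjusted over the list alone, camera adjusted p = 0.739, median 0.11) and 1 and 0 of 17 for NK cells (0 and 0 adjusted over the list alone, camera adjusted p = 0.989, median -0.11). They were 1 and 3 of 21 for neutrophils (0 and 2 adjusted over the list alone, camera adjusted p = 0.339, median -0.17, with 0.865% of matched random lists lower), 0 and 1 of 12 for mast cells and basophils (0 and 0 adjusted over the list alone, camera adjusted p = 0.739, median -0.05) and 0 and 1 of 15 for platelets and megakaryocytes (0 and 0 adjusted over the list alone, camera adjusted p = 0.739, median 0.03). At an unadjusted limma p of 0.05, the higher and lower genes numbered 3 and 0 for dendritic cells, 1 and 1 for NK cells, 2 and 2 for mast cells and basophils and 0 and 1 for platelets and megakaryocytes.

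Lists that track tissue sampling and handling completed the comparison. Erythroid genes gave 0 changes among 9 members (0 and 0 adjusted over the list alone, camera adjusted p = 0.927, median -0.01) and skeletal muscle genes 0 among 12 (0 and 0 adjusted over the list alone, camera adjusted p = 0.739, median 0.29), with 0 higher and 1 lower erythroid gene and no skeletal muscle gene at an unadjusted limma p of 0.05. Cardiac muscle genes, from pulmonary veins or adjoining heart, gave 3 higher and 2 lower of 18 (the same counts adjusted over the list alone, camera adjusted p = 0.869, median 0.24), with the atrial light chain gene Myl4 at 1.09. Adipocyte genes gave 2 higher and 2 lower of 12, the latter Ucp1 and Pck1 (2 and 4 adjusted over the list alone, camera adjusted p = 0.481, median -0.59), and 0.1% of matched random lists had a lower median, the middle 95% of which ran from -0.24 to 0.75. Circadian clock genes gave 7 higher and 2 lower of 17 (the same counts adjusted over the list alone, camera adjusted p = 0.321, median 0.18), with Clock at -2.20 (SE 0.22) and Nr1d1 at 1.79 (SE 0.21), and ribosomal protein genes, a family with many pseudogene copies, gave 9 higher and 3 lower of 34 (13 and 5 adjusted over the list alone, camera adjusted p = 0.154, median 0.45), with Rps19 at 2.11 and Rps2 at 2.03. The median, the mean and the direction of the camera test differed in sign for cholesterol synthesis, VEGF, angiopoietin and Notch signalling, heat shock, arterial and aerocyte endothelium, dendritic cells, NK cells, platelets and erythroid cells.

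Sex-linked transcripts differed within the Nfat5fl/fl group. Xist, expressed from the inactive X chromosome of females, measured 8.22 in the Nfat5fl/fl lung of mouse 1 and 2.36 and 2.37 in those of mice 3 and 4, and lay between 2.03 and 2.28 in the Nfat5(EC)-/- lungs. The Y-linked genes Kdm5d, Uty and Eif2s3y measured 1.57, 2.22 and 1.63 in Nfat5fl/fl mouse 1 and 3.94 to 4.90 in Nfat5fl/fl mice 3 and 4. In the Nfat5(EC)-/- lungs Kdm5d lay between 1.96 and 2.16, Uty between 2.05 and 4.30 and Eif2s3y between 2.66 and 3.97. Without Nfat5fl/fl mouse 1 the log2 fold change of Nfat5 was -2.16 (adjusted p = 0.0158).

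**Figure D3:**
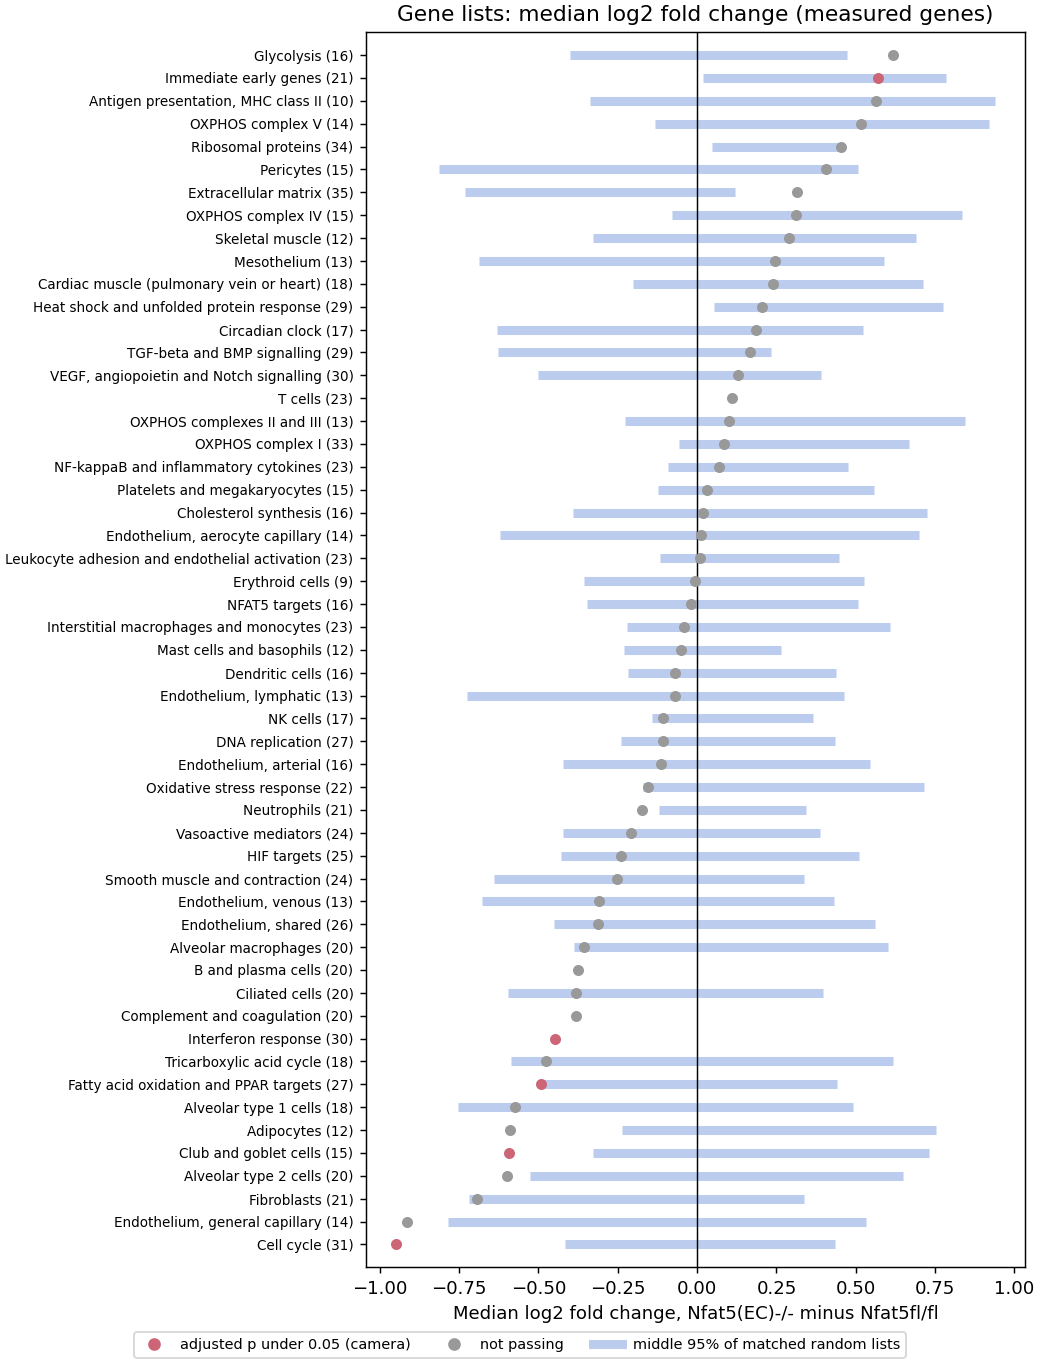
Median log2 fold change of 53 gene lists (points, red where the camera adjusted p with a preset correlation was under 0.05, grey otherwise, number of measured genes in parentheses) and the middle 95% of medians of 10000 random lists matched on gene span and expression level (light bars, drawn where every measured member could be matched). The cell cycle list has the lowest median, -0.95, and glycolysis the highest, 0.62.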

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

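The 3 fits that changed the set of protein-coding features, the span trend or the small RNA covariate were chosen after the results were seen, whereas the others were fixed in advance. Leaving out 1 array in turn gave 3017 to 6365 called features, 3 to 7 called lists and a log2 fold change of Nfat5 between -2.34 and -2.03, which stayed past the threshold in each case. The fit without variance moderation called 1984 features and, with its ordinary t values in camera's pre-ranked form, 3 lists, and the cause was not tested. In the other settings fixed in advance, apart from those without 1 array, the number of called features lay within 1.5 times 6510. Requiring a change of at least 0.5 log2 units left all 6510, because every called feature already changed by more than this, and says nothing on stability. Quantile normalization and median centring moved almost nothing, because the deposited columns already share 1 distribution, and say nothing on stability. Called lists numbered 3 with the filter on dim features, 3 after cyclic loess, 3 among protein-coding features only, each of these times, as without variance moderation, lacking interferon response and club and goblet cells, and 0 with an estimated correlation, where 2 lists had an unadjusted p under 0.05, against 6 by fry, and the cause was not tested. The cell cycle and the fatty acid oxidation lists each passed in 18 of 20 alternatives, the immediate early genes in 16, interferon response in 10 and club and goblet cells in 9, with adjusted p-values between 7.71e-05 and 0.930, 0.000985 and 0.707, 0.000744 and 0.934, 0.00934 and 0.971, and 0.00401 and 0.707. These counts include quantile normalization and median centring, under which all of these lists passed because the values hardly moved. Fry, which tests whether the genes of a list move on balance in 1 direction and not against other genes, passed complex V, the tricarboxylic acid cycle, extracellular matrix and circadian clock genes, which camera did not. The labels do not say whether equal mouse numbers mark a shared litter, day or batch, and the values showed no clear pairing. Deviations of equally numbered lungs from their group means correlated at 0.0647, -0.0103 and 0.00719, and not every lung correlated best with its own number. With 3 lungs per group, these values cannot exclude a pairing. The fit with the mouse number as a block called 6310 features and 7 lists, adding general capillary endothelium and alveolar type 2 cells, as did the variance trend with robust moderation, and gave an adjusted p = 0.00686 for Nfat5. Over the 14 settings fixed in advance for genes and the 17 for lists, the 148 other named genes, where kept by the filter, and the 53 lists gave 2060 and 901 results, of which 1922 and 869 kept their direction of any call and side of the threshold, 128 and 21 lost a call, 10 and 11 gained one and 0 and 0 reversed. Results that passed in neither fit count as kept, and these make up most of the list results. All 21 lost list calls belonged to the 5 lists called in the main fit. The totals also include quantile normalization and median centring. The covariate of small RNA level correlated with genotype at 0.978 and raised the median standard error from 0.231 to 1.07, so that it cannot be separated from genotype. With it, limma called 0 features (2456 at an unadjusted p under 0.05), only complex I passed, a list not called otherwise (1 list, median 1.68, adjusted p = 0.00266, against 0.08 and 0.339 in the main fit), and Nfat5 gave -2.78 (adjusted p = 0.498, against 0.000683 to 0.0314 in its other alternatives). Under this covariate 24 named genes changed sign, none past the threshold, as the larger standard error allows: Obox3 (-2.42), Rprl2 (-2.54), H2bc15 (-0.14), Nbeal1 (0.53), Uqcrc2 (1.03), Slc16a3 (-0.75), Prkg1 (0.018), Irgm1 (1.07), C1qc (-0.10), Srxn1 (-0.26), Fosl2 (-0.51), Rps19 (-0.99), Rps2 (-0.68), Rprml (-0.28), Gja4 (-0.74), Aldh1a7 (1.43), Fabp4 (0.76), Cd3g (0.25), Cd6 (-0.40), Igkc (1.27), Fpr2 (1.10), Cpa3 (1.51), Ppbp (0.67) and Tnf (-0.80).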

Other observations

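The tests of an RNA integrity difference and of a lower share of dividing cells were chosen only after the results were seen, as were the groups in the next sentences. Among 262 variable segments of immunoglobulin and T cell receptor genes, 27 fell and 9 rose, with a median log2 fold change of -0.15, and probes for these segments can be shared between similar copies. Long non-coding RNAs showed the opposite balance, with 238 higher and 122 lower of 3056 (median 0.08), whereas 43 microRNA genes rose and 41 fell of 534 (median 0.02). The variation between lungs was larger in Nfat5(EC)-/- mice, where the median feature had an SD of 0.30 against 0.20 in Nfat5fl/fl mice.

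With 3 arrays against 3, only 10 splits exist, too few for a share under 0.05. The real split called 6510 features and was the 1 split of 10 that reached this number, while the highest count among the others was 0 (up to 676 features at an unadjusted limma p of 0.05). Every other split mixes the genotypes, so that a difference between them adds to the spread within its groups and lowers its count. The contrast with 0 is therefore no test against chance. For gene lists, 4 of the 10 splits gave as many calls as the 5 of the real split, and the highest other count was 7.

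The broad shift between the groups, with snoRNAs and part of the histone genes higher and genes of long span lower, was weighed as a technical difference between the RNA samples. Removal of the span trend from each array left 87.3% of the number of protein-coding calls (5108 against 5854). Of the 5577 protein-coding features of the main comparison, 4147 were called again in the same direction. The trend removed in this way therefore does not account for most of these calls. However, its curve was fitted over all protein-coding genes, and the correlation with span was stronger above the median level (Spearman's rho -0.43 against -0.32). The curve can leave part of the trend in these genes, so a shift that depends on span and level together was not excluded. The sex of Nfat5fl/fl mouse 1 does not account for the shift, since 3273 features passed without this mouse against 3017 without mouse 3 and 4633 without mouse 4. A difference in RNA integrity or labelling stays open: within the Nfat5fl/fl group, the deviation of mouse 4 followed the genotype difference across protein-coding genes (Spearman's rho 0.359) and its small RNAs' median deviation was 0.09, both above the bounds set for this test, but the mouse was picked because it lay nearest to the other group, and the 95% bootstrap interval of the median, -0.01 to 0.15, includes 0. This interval comes from resampling small RNAs and not mice. Each lung is itself part of the genotype difference and the deviations within a group sum to 0, so that the signs of the single lungs, which for Nfat5fl/fl mouse 3 (rho -0.222, small RNAs 0.14) and Nfat5(EC)-/- mouse 4 (rho 0.183, small RNAs -0.32) were opposite, are no independent evidence. No array date or batch was used and each genotype may have been processed apart, so that an effect of genotype and of sample handling cannot be told apart for this shift.

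The fall of Nfat5 exceeded the shift of similar genes. Only 1.04% of 192 protein-coding genes of like span and control level had a log2 fold change as low as -2.23, and the 5th percentile of these genes was -1.92. The median of the matched genes was -1.02, so that part of the 4.69-fold decrease may belong to the broad shift, and removal of the span trend gave -1.86 (SE 0.21). A loss in endothelial cells, as the genotype names, remains the hypothesis for the rest. Lung lobes hold many other cell types, so such a loss alone could remove only the part of the transcript that endothelial cells hold. The size of that part was not measured, so whether an endothelial loss suffices for the remaining decrease is open. Whether cells of other types also lost the transcript was not tested.

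The fall of cell cycle genes, whose list did not pass with an estimated correlation (camera adjusted p = 0.631), lay beyond the shift of genes of like span and level, since 0 of 10000 matched random lists had a median as low (0%). The random genes were drawn independently, while members of a list may vary together, so that this share is no p-value for the fall. A lower share of dividing cells would also lower DNA replication genes and histone genes. The DNA replication list had a median of -0.11 with a 95% bootstrap interval of -0.70 to -0.00114, which includes -0.47, the midpoint between 0 and the cell cycle median that had been set as the bound, while the histone genes went the other way, at 0.73 (0.39 to 1.77). These intervals come from resampling genes and not mice, so that they do not measure the spread between lungs. Because histone mRNAs lack a poly(A) tail and moved with the snoRNAs, their rise may belong to the broad shift, and a lower share of dividing cells can neither be excluded nor taken from these values. The estimated correlation and the technical difference left open above keep a biological reading a hypothesis.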
